A study of Mus musculus with 2 samples. Its data were reported in "Sox21 Regulates Anapc10 Expression and Determines the Fate of Ectodermal Organ" (2020).

How the data were processed

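Total RNA from the tooth and the skin of wild-type mice was measured on Agilent whole-genome mouse gene expression arrays. Per the labels, RNA was purified on columns, and cRNA was made with a low-input kit and labelled with a single cyanine dye. The labels gave postnatal day 0 as the age for both tissues, whereas the study's methods named a stage 1 day later. The labels were followed here. There was 1 tooth array and 1 skin array, and both were printed on the same slide. The labels do not state how many animals contributed RNA to each array.

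Per the file headers, the deposited spot values were intensities on a linear scale from Agilent Feature Extraction (version 10.7.3.1). The software had subtracted the background, removed spatial and multiplicative trends within each array, and replaced very dim values with surrogates. Surrogates stood for 25.0% of the spots on the tooth array and 27.7% on the skin array, so values near background have little information about order. The same output held the spot and local background intensities before correction and yes-or-no calls for outlier spots, saturation and signal above background. The study's methods named GeneSpring, the removal of entities with very low signal and a percentile shift. The authors also deposited a table with 1 value per spot. In that table each value was a ratio of the processed intensity to a single factor per array, 430.7 for tooth and 274.5 for skin. These factors lay next to the 75th percentile over all spots of each array, which was 430.7 and 274.5. The ratio was on a linear scale and had not been centred on any gene.

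Each array held 62976 spots, of which 3671 were controls. The 59305 other spots carried 55681 probes of 60 bases. Outlier calls removed 137 of these spots on the tooth array and 146 on the skin array, which left 55675 probes measured on both. Spots of 1 probe were averaged on the log2 scale. From each array's log2 values the 75th percentile over its non-control probes was subtracted, and the difference reported was skin minus tooth. No spot was saturated on either array. A probe counted as detected when more than 50% of its spots were called well above background by the extraction software. The array number limits the precision. With 1 array per tissue there was no spread between animals, so no test was run, no p-value was calculated, and no difference has a replicate check. The technical scatter was taken from the probes with at least 8 spots well above background on an array. Their median SD among spots was 0.08 on the tooth array (288 probes) and 0.09 on the skin array (273 probes). The 95th percentiles of this SD were 0.26 and 0.24. From spot scatter alone, the medians give a difference between arrays an SD of 0.12 (log2). This scatter leaves out dim spots, dissection, RNA preparation, labelling and other variation between arrays.

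Probes were divided into 33182 with a gene name, 16248 for long non-coding regions and 6245 others. Names came from the array's own accession matched, without version, to a RefSeq table of assembly GRCm38.p6. It matched 27234 of the named probes (82.1%), and the array's name was kept for the rest. The coordinates given are those of the probes in mm9, per the file headers. The RefSeq table belongs to another assembly, so it was used for names only, and the exon, intron or UTR under each probe was not analysed here. Long non-coding probes were to be recognised by their gene name. Their gene name held only a region, so they were recognised by the description beside it.

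For a gene with several probes, the probe with the highest mean over both arrays stood for the gene. For the 3241 genes with exactly 2 probes detected on both arrays, the gap between the differences given by these probes had a median of 0.26 and a 90th percentile of 0.94 (log2), and in 6 genes the probes differed by at least 2-fold in opposite directions. A gene entered a comparison when its probe was well above background on at least 1 array. Where it was not well above background on the other array, the fold of a single gene was given as a bound only. List medians and counts used the dim value as measured, unless values at the bound are named. For a bound, the bright value was set against the lowest signal that the dim array called well above background, or against the probe's own dim value if that was higher, and the result was written as at least N-fold. The lowest such signal was -4.52 on the tooth array and -3.73 on the skin array (log2, scaled). Only differences measured on both arrays were ranked, and no level of 1 probe was set against the level of another.

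The gene lists, the 2-fold threshold, the alternatives and the rule for naming genes were set before the data were examined. The genes that the text names were to come from the members of the lists, the keratin and keratin-associated genes, the 5 largest differences in each direction among genes measured on both arrays, the 3 largest bounds in each direction and 2 long non-coding probes in each direction. Not every such gene is named. Any other gene is stated to have been chosen after its values were seen. Besides the genes that the study lists as raised or lowered in Sox21-knockout tooth germ, the lists held genes of ameloblasts, dentin and bone, epidermal and hair keratins, the Shh pathway, the Sox21 pathway, epithelial-mesenchymal transition, muscle, red cells, fat, cartilage, melanocytes and Schwann cells, as well as Y-linked genes, Xist and housekeeping genes. The study prints the knockout lists with tooth and skin values beside them, so these lists were not blind to the comparison. Every list member was found on the array. The values of 2 members, 1 of the list raised in the knockout and 1 of the Shh pathway list, and the median of the Shh pathway list are not reported here. For each list the median difference was set against 10000 random lists of the same size matched on mean expression in 20 bins, and its percentile describes these 2 arrays only.

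The alternatives were normexp background correction with an offset of 50 (limma 3.58.1 in R 4.3.3), quantile normalization, a shift to the median, a 75th percentile over detected probes only, the authors' deposited ratios, 3 other filters on dim probes, the mean of a gene's probes, removal of saturated probes, a 4-fold threshold and a more lenient detection call. Scaling by the Agilent spike-in transcripts, and dim values set at their bound, were added later. The other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The calculation of skin minus tooth was tested on simulated data, in which the tooth array was multiplied by a factor, given noise and changed by known amounts in 200 genes. Among 16688 genes, 100% of the changed genes were called in the right direction and 0 unchanged genes were called. The changes were at least 4-fold, far above the noise, and were placed in genes well above background on the tooth array. The simulated array kept the tooth array's detection calls. This outcome was therefore nearly fixed in advance, and it checks the arithmetic only, not small differences or dim genes.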

Results

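To compare tooth with skin, RNA from wild-type mice at postnatal day 0 was hybridised to 1 array per tissue. The tooth is a tissue of dental epithelium and mesenchyme, in which ameloblasts deposit enamel. The skin at this age contains developing hair follicles. Of 55675 probes, 31585 (56.7%, exact 95% binomial interval 56.3 to 57.1) were well above background on the tooth array and 29254 (52.5%, interval 52.1 to 53.0) on the skin array. These intervals cover the number of probes only. A more lenient call, signal significantly above background, gave 76.7% and 73.9%. Negative-control spots were called well above background in 0 of 308 cases on the tooth array, which allows a share of up to 1.19% (exact interval), and in 1 of 308 cases on the skin array (0.325%). The 75th percentile of the signal was 428 on the tooth array and 276 on the skin array, a ratio of 1.55. Spike-in transcripts did not share this difference. Among the 8 spike-ins well above background on both arrays, 7 differed by less than 0.05 (log2) before scaling, and the other differed by 0.55. All differences below were taken after scaling to the 75th percentile, and the spike-in scaling lowers each of them by about the same amount (a shift of the median gene of -0.62, log2). As each tissue was represented by 1 array, no difference between the tissues could be tested.

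Of 24323 named genes, 17409 were well above background on at least 1 array. Both arrays measured 15271 of them, 1398 were measured on the tooth array only and 740 on the skin array only. Across the genes measured on both arrays, Pearson's r between the log2 values was 0.878. Genes are not independent replicates, and no p-value belongs to this correlation. Over the 17409 genes the median difference was -0.04 (log2), with quartiles of -0.58 and 0.47. At least 2-fold higher values were found in skin for 2466 genes (14.2%) and in tooth for 2691 genes (15.5%). The largest shift in the count for tooth came from spike-in scaling, which gave 1573 genes for skin and 5644 for tooth. The order of the tissues also depended on dim values. Skin had more such genes than tooth when each dim value was replaced by its bound (2435 and 2316) and when no filter on dim probes was used (3676 and 2885). Large differences were more frequent in skin. At 16-fold there were 530 genes in skin and 237 in tooth, and 417 and 158 when each dim value was replaced by its bound. The 530 genes in skin included 22 keratin, 28 keratin-associated protein, 14 late cornified envelope (Lce) and 7 small proline-rich protein (Sprr) genes. None of the 237 genes in tooth belonged to these families.

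**Figure D1:**
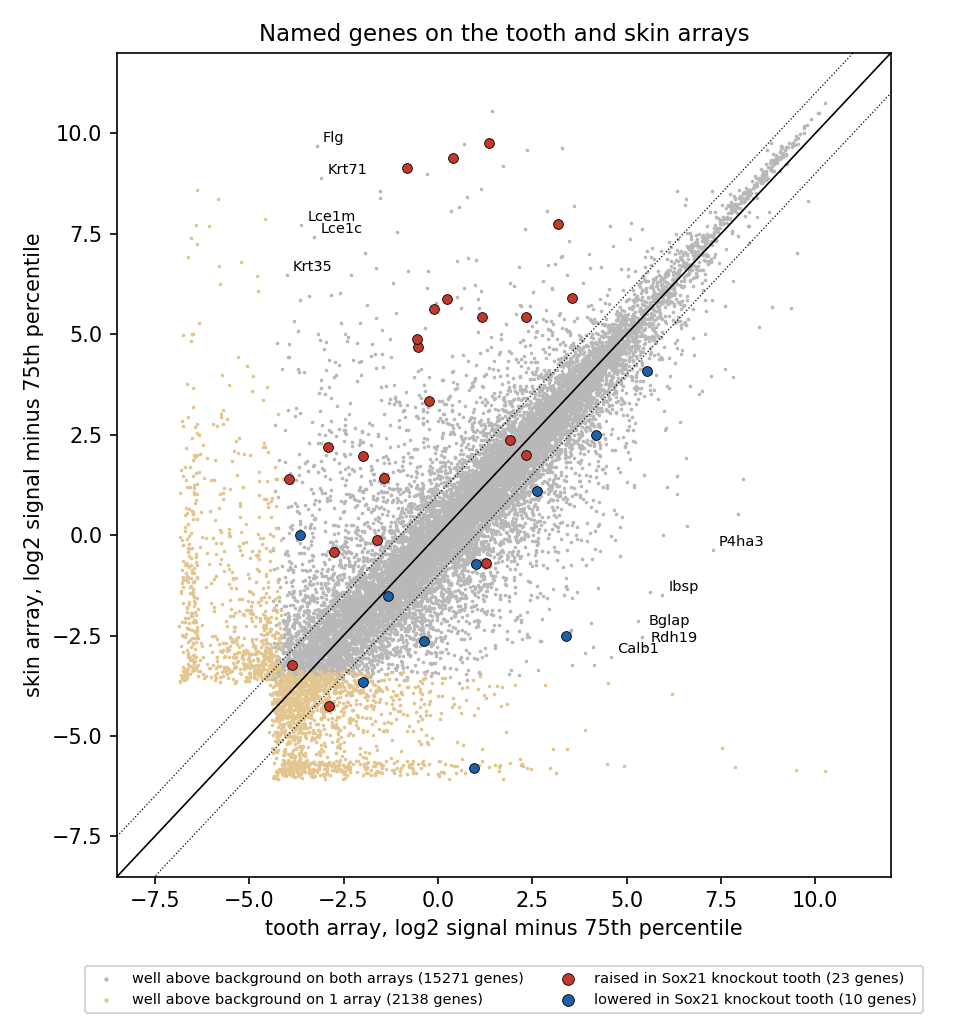
Scaled log2 signal (log2 signal minus the array's 75th percentile) of 17409 named genes on the tooth array (horizontal axis) and the skin array (vertical axis), 1 point per gene, with the line of equal values and dotted lines at 2-fold. Genes raised in Sox21-knockout tooth germ lay mainly above the line, and genes lowered there lay mainly below it.

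The first question was whether transcripts raised in the Sox21-knockout tooth germ are higher in normal skin than in normal tooth. Sox21 is a transcription factor, and teeth of the knockout mice carry ectopic hairs. The study chose these genes on other arrays. Whether the tooth and skin values also played a part in the choice is not stated. The study prints both this list and the list of lowered genes with tooth and skin values of these arrays beside them. It already reported that nearly all of the raised genes were higher in skin. The comparison therefore repeats a reported result and is not an independent test. All 23 genes were well above background on at least 1 of the present arrays. Their median difference was 3.97 (log2, skin minus tooth), at percentile 100 of 10000 random lists matched on mean expression. The alternative that moved the median most was normexp background correction, which gave 3.27. Values were higher in skin for 20 of the 23 genes, and at least 2-fold higher for 18. Under spike-in scaling 19 of the 23 were higher in skin. The largest differences were those of Krt1 (chr 15:101676107-101676166), with -0.80 in tooth and 9.13 in skin and a difference of 9.93, Calm4 (8.98) and Krt10 (8.39). Differences above 5 were also found for Krt23 (5.64), Spink5 (5.44), Serpinb2 (5.35), Gjb2 (5.20) and Klk13 (5.12). Krt15 (4.56), Aqp3 (4.25), Scel (3.58), Eppk1 (3.09), Dsg3 (2.85), Krt32 (2.35) and Meis2 (1.50) were higher in skin by smaller amounts.

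Lgr5 differed by 3.97, from -1.99 in tooth to 1.97 in skin (chr 10:114887403-114887462). Its other probe was not well above background on either array. Krt13 differed by 2.36 by its brighter probe and by 0.44 by its other probe. Sox2 was close to background on both arrays, at -3.87 in tooth and -3.23 in skin, and its difference of 0.64 was below 2-fold. Krt6b (0.45) and Krt6a (-0.36) also stayed within 2-fold. The value for Krt6b changed sign under spike-in scaling (-0.17), and its other probe gave 1.70. These 2 keratins are close paralogs, so their signal can be shared between probes. The members higher in tooth were Krt6a, Ifi202b (-1.96) and Calcr. Calcr was not well above background in skin and was at least 1.78-fold higher in tooth.

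The converse question was whether transcripts lowered in the knockout tooth germ are higher in normal tooth. All 10 genes were measured, with a median of -1.69 (log2) at percentile 0.04, and 9 of the 10 were higher in tooth. The alternative that moved the median most was spike-in scaling (-2.31). The exception was Wnt16 (chr 6:22247804-22247863), with -3.65 in tooth and 0.01 in skin, a difference of 3.67. Its other probe was well above background in skin only and differed in the same direction. Klk4 had the largest difference measured on both arrays, from 3.40 in tooth to -2.52 in skin (-5.92). Amtn was not well above background in skin and was at least 25.8-fold higher in tooth, and Wnt8b was at least 3.19-fold higher. Nfasc (-2.29), Gdf5 (-1.71), Lama3 (-1.70), Gal (-1.52) and Lamb3 (-1.47) were also at least 2-fold higher in tooth. The other probe of Gdf5 gave 0.04. Slc24a4 was nearly equal (-0.17), and under normexp correction its sign changed (0.06).

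**Figure D2:**
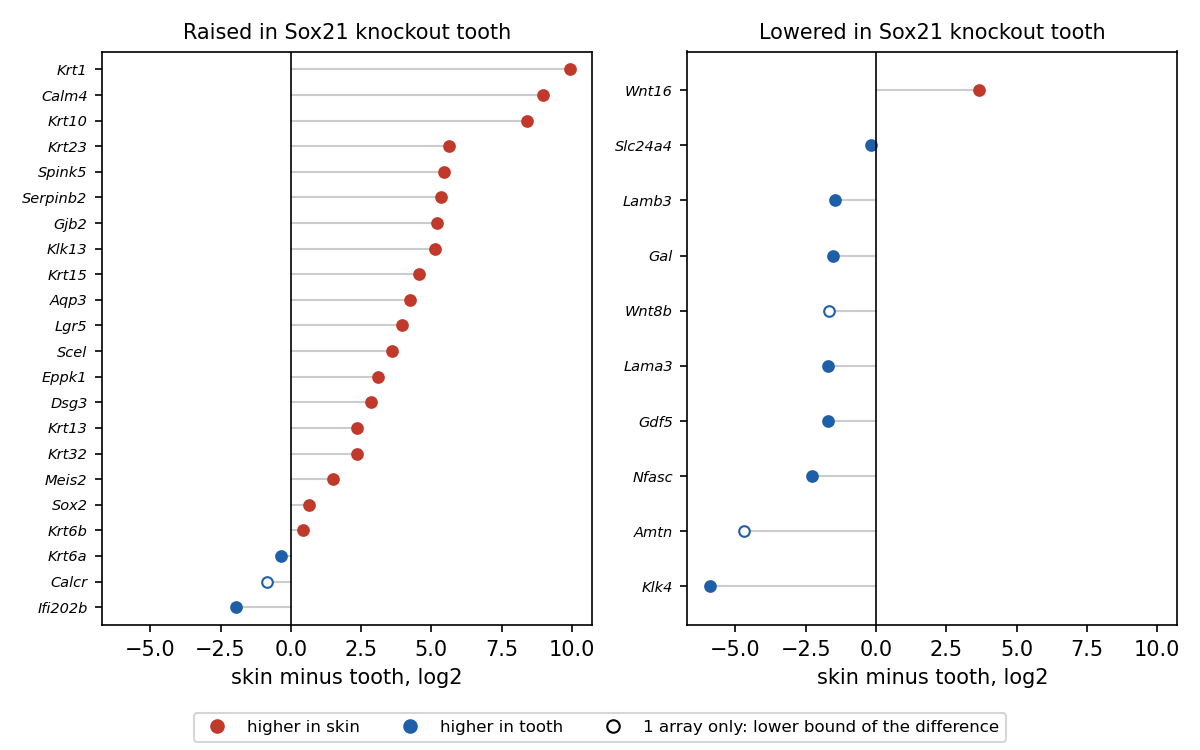
Skin minus tooth difference (log2, horizontal axis) for 22 of the 23 genes raised (left) and the 10 genes lowered (right) in Sox21-knockout tooth germ, 1 gene per line. Open circles give the bound for genes well above background on 1 array only. In the left panel 19 genes lie to the right of 0 (18 under spike-in scaling), and in the right panel Wnt16 is the gene to the right of 0.

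The keratin genes were then compared. Among 50 genes named Krt and a number, 47 were well above background on at least 1 array. Their median difference was 3.39 (log2, percentile 100), and 3.07 with dim values at their bound. Normexp correction moved it most (2.12). Skin had the higher value for 41 of these genes and tooth for 6, or 39 and 8 under spike-in scaling or a median shift. The epidermal keratins Krt1, Krt10, Krt15 and Krt23, which also belong to the list of genes raised in the knockout, had a median of 7.02. The hair keratins Krt27 (chr 11:99207158-99207828) and Krt32 differed by 5.22 and 2.35, with a median of 3.78. The basal-layer keratins were abundant on both arrays. Krt5 was at 8.82 in tooth and 9.76 in skin (0.94), and Krt14 was at 6.11 and 7.30 (1.19). Krt17 differed by 0.68. Krt18 (-2.73) was at least 2-fold higher in tooth. Krt4 and Krt84 were well above background in tooth only, at least 2.96-fold and 1.65-fold higher there. Krt76 was above background in tooth only, and its bound gave no fold. The 3 probes of Krt85 gave 1.01, 3.46 and 9.22, so the value of the brightest (1.01), which stands for this gene in the median and counts, is uncertain.

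**Figure D3:**
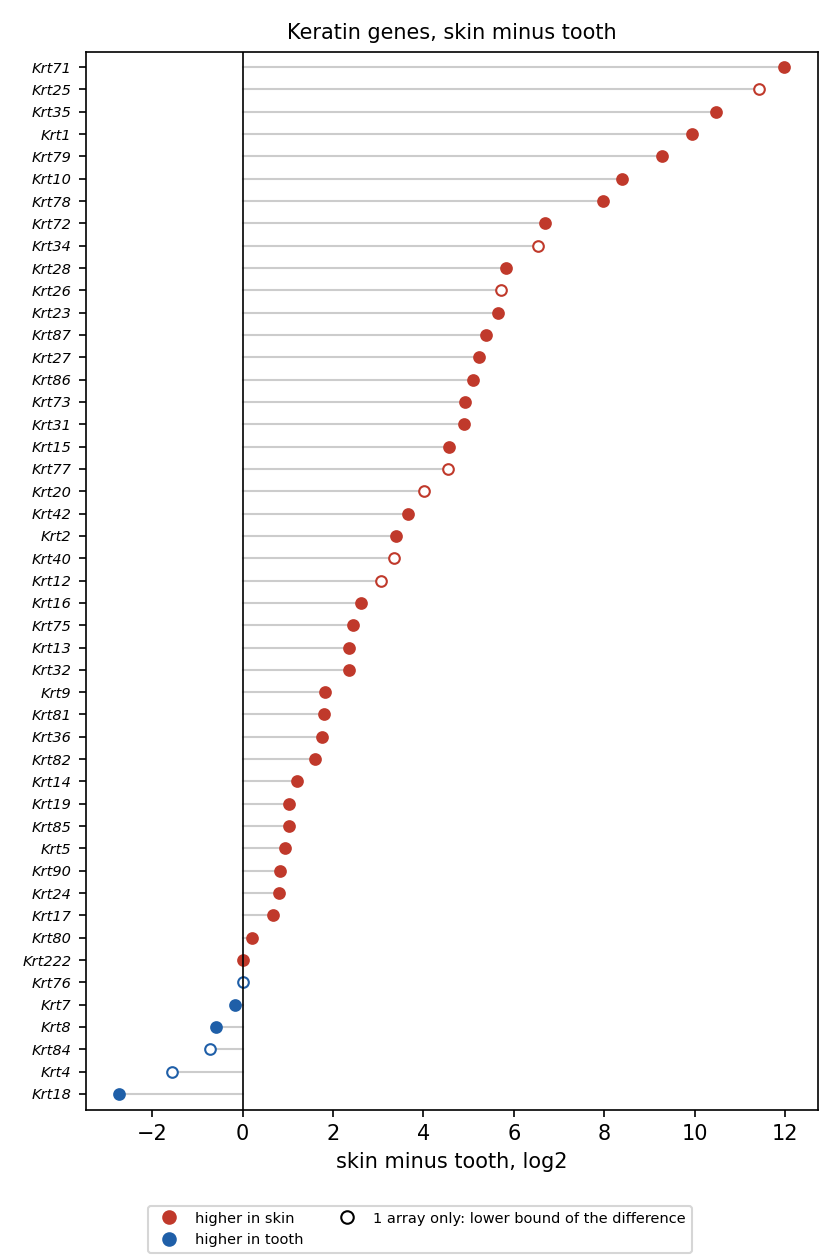
Skin minus tooth difference (log2, horizontal axis) for the 47 keratin genes well above background on at least 1 array, 1 gene per line, with open circles for the bound of genes well above background on 1 array only. Krt85, whose probes disagree, is drawn at the value of its brightest probe. Among the genes well above background on both arrays, Krt71 has the largest difference in skin (11.98), and Krt18 has the largest in tooth (-2.73). Krt25 has a bound of 11.43, so its difference may be larger than that of Krt71.

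Keratin-associated proteins form the matrix around hair keratins. Of 53 genes, 44 were well above background on at least 1 array, 22 of them in skin only. All 44 were higher in skin, with a median of 4.75 (log2, percentile 100), or 4.29 with dim values at their bound. Under spike-in scaling 40 of the 44 were higher in skin. Normexp correction moved the median most (2.97).

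Enamel genes were higher in tooth. The 7 genes of the ameloblast list, 3 of which (Amtn, Klk4 and Lama3) are also in the list lowered in the knockout, had a median of -8.77 (log2, percentile 0), or -6.70 with dim values at their bound. In 5 of these genes the signal was not well above background in skin. Their folds are bounds under the main background correction, and normexp correction gave lower folds (6085 for Amelx). Restricting the list to the 2 genes measured on both arrays moved the median most (-3.81). Amelx (chr X:165619713-165619772) was at 10.27 in tooth and at least 16383-fold higher than in skin. Ambn (chr 5:88897416-88897475) was at least 9604-fold higher, Enam at least 2466-fold and Mmp20 at least 104-fold. The 6 genes of dentin and bone had a median of -7.99, and -7.11 with dim values at their bound. Dspp was at least 3087-fold higher in tooth, Phex at least 110.3-fold, Dmp1 at least 63.9-fold and Sp7 at least 14.6-fold.

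Among all genes measured on both arrays, the largest differences toward tooth were those of Rdh19 (-8.24), Bglap (-7.96), P4ha3 (-7.65), Calb1 (-7.62) and Ibsp (-7.43). The other probe of P4ha3 was not well above background in skin, and the mean of its probes gave -4.48. The other probe of Bglap was likewise not well above background in skin, and this gene has close paralogs that can share its signal. The largest differences toward skin were those of Flg (12.89), Krt71 (11.98), Lce1m (11.33), Lce1c (10.70) and Krt35 (10.47). The largest bounds in skin were those of Lce1a1 (at least 8776-fold), Lce1d (at least 7548-fold) and Lce1i (at least 5367-fold). The Lce1 genes are a family of similar sequence, so the separate values of its members are uncertain.

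The study placed Sox21 downstream of Shh and upstream of Anapc10 and Smad3, and these genes were examined in both tissues. For the Smads, Skp2 and E-cadherin (Cdh1) the study measured protein, mostly in a dental epithelial cell line after knockdown. The values here are RNA of whole normal tissues, so they do not test that order. Sox21 was detected in both, at 1.21 in tooth and 1.68 in skin (chr 14:118633351-118633410). Its difference of 0.47 was below 2-fold, and spike-in scaling turned it to -0.16. Anapc10 was not well above background on either array, so it has no difference. Shh was higher in tooth (-2.99), whereas Gli1 (-0.18) and Gli2 (0.82) stayed within 2-fold. Smad6 (-2.99), Tgfb1 (-2.09), Smad7 (-1.69) and Smad3 (-1.64) were higher in tooth. Skp2 (-0.70), Fzr1 (-0.23) and Cdc20 (0.04) were within 2-fold. The median over the 10 measured genes of this group, Sox2 and Lgr5 included, was -0.46 (percentile 6.57). Of the genes of epithelial-mesenchymal transition, Cdh2 (-4.41), Snai1 (-1.75) and Zeb1 (-1.26) were at least 2-fold higher in tooth. Vim (-0.98), Zeb2 (-0.16) and Cdh1 (0.06) were within 2-fold, with a median of -1.12 over the 6 genes (percentile 0.51). The value for Cdh1 changed sign under spike-in scaling (-0.56). This list pools Cdh1 with mesenchymal markers, and the tooth RNA mixed epithelium and mesenchyme. Its values therefore do not separate a transition from the share of mesenchyme.

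Lists for other cell types differed as well. The medians were 3.44 for muscle (6 genes measured), 4.07 for fat (5 genes) and 6.68 for melanocytes (5 genes), all higher in skin. With dim values at their bound the melanocyte median was 6.10, and normexp correction gave 5.14. The fat median was 3.01 under normexp correction and 2.80 over the 2 genes measured on both arrays. Cartilage genes (4 measured) had a median of -3.16, which was -1.36 over the 3 genes measured on both arrays and also without a filter. Col9a1 was higher in skin by its brighter probe (0.70) but lower by its other probe, which was well above background in tooth only, and the mean of its probes gave -0.96. Red cell genes (5 measured) had a median of -0.84, with Slc4a1 (0.36) higher in skin. Under spike-in scaling Slc4a1 was at -0.27, and 0 of the 5 were higher in skin. Schwann cell genes (4 measured) had a median of 0.19, which fell to -0.44 under spike-in scaling, with Sox10 at 3.21 and Mbp at -1.02 by its brightest probe. The other probes of Mbp gave 0.03 and -0.27. The 8 housekeeping genes lay between -0.76 and 0.44 with a median of 0.20. Of these, 5 were higher in skin, but 2 were under quantile normalization, 3 under a median shift and 0 under spike-in scaling.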

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

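The tests in this part were chosen after the detection shares had been seen. Probes for long non-coding regions took no part in the comparisons of named genes, yet many of them gave a signal. On the tooth array 37.9% of the 16248 probes (exact 95% binomial interval 37.1 to 38.6) were well above background, and on the skin array 32.7% (interval 32.0 to 33.4), against 0% and 0.325% of the negative-control spots. The 4867 probes detected on both arrays had a median difference of 0.29 (log2, skin minus tooth). Of these probes, 608 were at least 2-fold higher in skin and 210 in tooth. Spike-in scaling, which was not applied to these probes, moved the median named gene by -0.62. A shift of that size is larger than 0.29, so the direction of this median depends on the scaling. The largest differences toward tooth were at chr 6:31786303-31786362 (-6.59) and chr 18:83530720-83530779 (-5.92), and the largest toward skin at chr 12:85262768-85262827 (8.15) and chr 9:78116834-78116893 (6.78), in mm9. Other probes of the same regions agreed in part. The probes of the region on chromosome 6 gave -3.04 and -1.14, and 1 of 4 other probes of the region on chromosome 9 gave 6.52, while 3 were not well above background on either array. The other probes on chromosome 12 gave 0.44 and 0.39, and those on chromosome 18 were not well above background.

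A lenient detection call as the whole source was argued against by the negative controls, since the higher of their shares was 0.325%. These controls are built to bind nothing, so they do not speak to cross-hybridisation. Probes for olfactory receptor genes, a family of which most members were dim on both arrays, served as another background. Of 1201 such probes, 9.41% were well above background on the tooth array and 8.99% on the skin array. Detection rose with GC content. On the tooth array it was 17.9% of long non-coding probes below 35% GC and 62.8% of those from 55% GC. When the olfactory receptor probes were weighted to the GC content of the long non-coding probes, the higher of their shares was 16.3%, which argues against non-specific binding as the whole source. It may be a part of it, and from 50% GC only 53 olfactory receptor probes were there to compare. The smaller gap between the kinds of probe, 18.4 percentage points, argues against labelled genomic DNA as the whole source, because DNA would have labelled both kinds alike. The strands did not add to this. Among regions with probes on both strands and a bright probe, 18.5% of 341 in tooth and 25.5% of 373 in skin were detected on 1 strand only, and detection on both strands was slightly more frequent than for independent strands (598 regions against 574 expected in tooth, 533 against 499 in skin). A part from DNA or from signal that does not depend on the strand is not excluded. Transcription from these regions, unspliced transcripts of overlapping genes and binding of transcripts from elsewhere remain open and were not tested. The difference between the tissues in these probes likewise has no tested biological explanation.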

How the results depend on the processing

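Spike-in scaling and the use of bounds for dim values were chosen after the data had been seen, whereas the other alternatives were planned. No paired analysis was possible because each tissue had 1 array. Of the alternatives, 7 could change the sign of a single gene's difference. The filters on dim probes and the removal of saturated probes leave a gene's own value as it was, and a bound cannot reverse it. With the exception of 1 gene, no difference of at least 2-fold among the 196 listed and named genes changed sign under any of these 7, and 26 of the 196 genes did when smaller differences were included. The exception was Krt76, whose skin signal was not well above background, and which went from -1.66 to 0.082 (log2) under normexp correction. The list medians for genes raised and lowered in the knockout, both keratin families and ameloblasts kept their direction under these 7 and with the filters on dim probes. The median shift, the 75th percentile over detected probes, the authors' ratios and spike-in scaling move every gene by the same amount. These amounts (-0.25, 0.044, 0.018 and -0.62, log2) are below 2-fold, so they could not reverse a 2-fold difference or these medians. Only normexp correction, quantile normalization and the mean of a gene's probes could have done so.

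Normexp correction gave medians of 3.27 for genes raised in the knockout, -1.49 for genes lowered there, 2.12 for keratins, 2.97 for keratin-associated proteins and -5.13 for ameloblast genes, and 1672 genes at least 2-fold higher in tooth. Its offset is added to every signal, which by construction draws dim values together. The at-least folds of single genes therefore hold for the main background correction only. Of 54 listed and named genes well above background on 1 array, 52 differed by less under normexp correction than their bound. Amelx fell from 16383-fold to 6085-fold, Mmp20 from 104-fold to 35-fold, Wnt8b from 3.19-fold to 1.27-fold and Calcr from 1.78-fold to 1.02-fold. Spike-in scaling moved the median of all genes by -0.62 (log2). It gave medians of 3.34 for genes raised, -2.31 for genes lowered, 2.77 for keratins, 4.12 for keratin-associated proteins and -9.40 for ameloblast genes. The counts became 1573 genes higher in skin and 5644 in tooth, so that the share of 2-fold genes that were higher in skin went from 47.8% to 21.8%. A shift to the median of each array moved the median of all genes by -0.25. It gave 3.72, -1.94, 3.14, 4.50 and -9.02 for the same lists in that order, with 36.6% of 2-fold genes higher in skin. Tooth had more 2-fold genes than skin in the main analysis (2691 against 2466), but skin had more under normexp correction (1743 against 1672), with dim values at their bound (2435 against 2316), without a filter (3676 against 2885), with the 20th-percentile filter (3673 against 2885) and, by 1 gene, with a 75th percentile over detected probes (2576 against 2575). Quantile normalization gave 4.52 for keratin-associated proteins and -9.13 for ameloblast genes.

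With only genes well above background on both arrays, the medians were 4.11 for genes raised, 2.43 for keratins, 3.03 for keratin-associated proteins and -3.81 for ameloblast genes, and 99 listed and named genes differed at least 2-fold in place of 151. This filter removes members that are dim in 1 tissue. With dim values at their bound the medians were 3.07 for keratins, 4.29 for keratin-associated proteins and -6.70 for ameloblast genes. Without a filter the keratin families gave 2.52 and 4.25, and with a filter at the 20th percentile of signal they gave 3.0 and 4.33. These filters admit genes dim on both arrays, and moved the median of all genes by 0.22 and 0.11. The mean of a gene's probes gave 3.58 for genes raised, 2.61 for keratins and 5.06 for keratin-associated proteins, and the cause was not tested. A 4-fold threshold gave 1290 genes in skin and 1095 in tooth. The lenient detection call gave 76.7% of probes in tooth and 73.9% in skin.

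A 75th percentile over detected probes and the authors' ratios moved none of these medians by more than the technical SD. Removal of saturated probes changed nothing, because no spot was saturated. Signal over background limits how large a difference can be read for genes dim on 1 array, because in the scaled data the lowest detected signal was -4.52 in tooth and -3.73 in skin.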

Other observations

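Apart from the comparison of summed signals, the tests in this part were chosen after the result had been seen. The skin array had a lower 75th percentile than the tooth array (-0.63, log2, before scaling). Spike-in transcripts had a median difference of -0.0042, which argues against weaker labelling, hybridisation or scanning of the skin array, although 1 of the 8 spike-ins was higher on it by 0.55. The 100 brightest probes took 17.1% of the summed signal in tooth and 18.8% in skin. This change shifts the rest of the signal by -0.030 (log2), so a few abundant transcripts do not account for the shift. The summed signal itself was lower in skin by a log2 ratio of -0.39, and the share of the 1000 brightest probes rose from 63.9% to 68.0%. A smaller total of labelled RNA from skin, with more of it in abundant transcripts, may therefore account for much of the shift. Whether the amount of RNA put in, its quality or its content of messenger RNA differed was not tested. The consequence is that a difference near 0 after scaling is a difference near -0.63 against the spike-ins.

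Probes that were not well above background on either array appeared higher in skin. Their median difference was 0.76 (log2) over 22595 probes after scaling. Before scaling it was 0.12. Percentile scaling against a background level that does not scale is a candidate explanation for this pattern, and such genes have no direction here.

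Genes raised in the knockout tooth were not higher in skin through keratins alone. The 15 members other than keratins had a median difference of 3.97 (log2, percentile 100), and 13 of them were higher in skin. No biological explanation was tested, and the tissue difference itself stays open.

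Several keratins of the hair follicle were measured on the tooth array, but not all. Krt27 was at 0.99, Krt73 at 1.15 and Krt28 at -0.06 (scaled log2 signal), whereas Krt71 (-3.09), Krt72 (-3.15) and Krt35 (-4.0) were close to background, and Krt25 and Krt34 were not well above it. For Krt27 this was 2.68% of its skin signal. Whole skin carried along with the tooth was tested by the genes other than keratins whose level on the tooth array such a share would make visible. Of 5613 such genes, 129 lay more than 2-fold below the level it would give, and Flg, with a difference of 12.89, was among the strongest. This argues against whole skin as the source. Hair follicle cells carried along without the rest of the skin were tested in the same way by the other follicle keratins. Of 14 that such a share would make visible, 7 lay more than 2-fold below the level it would give, 4 were within 2-fold of it and 3 lay more than 2-fold above it. Krt85 is 1 of these 3 by its brightest probe, but its probes disagree, and by the probe with a difference of 9.22 it would lie below that level. Whether that probe reports Krt85 was not tested. Krt71 was 108-fold below, Krt35 37.9-fold and Krt25 at least 73.9-fold, each set against the skin signal of its own probe. This argues against a constant share of the follicle cells of the skin as the whole source. Follicle cells with another mix of keratins, expression in dental tissue and binding of other keratin transcripts to these probes remain open and untested.

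The 3 probes of Krt85 disagreed. The brightest, which has no mm9 position, gave 1.01, the probe at chr 15:101346117-101346176 gave 3.46 and the probe at chr 15:101261695-101261754 gave 9.22 (log2). The brightest probe shares 51 of 57 aligned bases (89.5%) with a probe of Krt81, which differed by 1.80, whereas the others share at most 44.6% with any keratin probe. Signal shared with Krt81 may lower its difference, but at the value of the Krt81 probe it would not by itself bring it below 1.80. The remaining gap of 0.78 is within the 90th percentile of the gaps between probes of 1 gene (0.94), so with a single pair of probes this explanation and a real difference between transcripts cannot be told apart. The probe that gave 9.22 is placed beside the probe of Krt87 (chr 15:101263556-101263615). Probes of Krt81 and Krt86 lie between it and the probe that gave 3.46. Whether the probe with 9.22 reports Krt85 was not tested.

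Y-linked and X-inactivation transcripts were present on both arrays. Xist differed by 0.04, Ddx3y by 0.05 and Eif2s3y by -0.09 (log2), so the largest absolute difference among these 3 was 0.090. Kdm5d was not well above background on either array. Uty was well above it in tooth only and was at least 1.64-fold higher there. Under normexp correction the difference of Uty was 0.12, toward skin. RNA of the same sex makeup on both arrays, from both males and females, is a candidate explanation. Under spike-in scaling the differences became -0.58 for Xist, -0.57 for Ddx3y and -0.71 for Eif2s3y, and the median gene moved by -0.62. Binding of transcripts from X-linked relatives to the Y-linked probes was not tested.

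Muscle genes were higher in skin, by similar factors when the brightest probe of each gene was taken. The differences of Acta1, Ckm, Myh3, Myh8, Tnnc2 and Tnnt3 ran from 2.80 to 3.82 (log2), a range of 1.02, while Mylpf was not well above background on either array. With the mean of each gene's probes they ran from 2.05 (Myh8) to 3.56, a range of 1.51, and 1 dimmer probe of Myh8, detected on both arrays, gave 0.94. The study's labels name no muscle. A larger share of muscle in the skin RNA may account for this, and the skin has muscle layers of its own. Dissection and biology were not separated.

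A pair of olfactory receptor probes, chosen after their values were seen, stood apart from the rest of that family. Olfr18 (chr 9:20118336-20118395) went from -3.40 in tooth to 5.96 in skin (9.36), and Olfr700 (chr 7:113949329-113949388) from -1.07 to 7.55 (8.62), by 1 probe each. The next largest difference among the other olfactory receptor probes was 3.12. Transcription that runs on from neighbouring genes was tested by the 11 probes of the same strand within 100 kb, whose highest difference was 0.76. As 1 of the 11 was well above background on an array, and the rest carry no direction, this test leaves such transcription open. Binding of an abundant skin transcript and expression of these genes in skin also remain open.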
